A study of Mus musculus with 18 samples. Its data were reported in "MYT1L deficiency impairs excitatory neuron trajectory during cortical development" (2024).

How the data were processed

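Nuclei were isolated from the forebrain of mouse embryos at embryonic day 14 (E14) that were wild type (WT), heterozygous (Het) or homozygous mutant (KO) for a frameshift mutation in Myt1l, the gene of a transcription factor of neurons. RNA was measured by single-nucleus RNA sequencing with combinatorial barcoding, in which fixed nuclei take up barcodes over several rounds of splitting and pooling instead of being captured in droplets. The 18 libraries are 9 embryos, 3 per genotype, each measured in 2 runs. The titles give genotype, replicate number and run, and the groups were taken from them. In run 1 the separate genotype tag reads WT for all 9 libraries, which conflicts with the titles, whereas in run 2 tag and title match. The animal is the replicate (n = 3 per genotype), and its runs were summed.

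Reads were mapped to mm10 by the authors with the pipeline of the kit's maker, which also separated nuclei from background barcodes. The deposited matrices hold estimated counts of UMIs (expected counts) per gene and nucleus for 55335 genes, with 6.70 to 8.71% of entries per library not whole, and how the fractions arise is not given in the sources used here. Counts were summed per animal and group of nuclei first and rounded to whole numbers after that. The annotation release and the use of strand in counting are not given in the sources used here, so genes that overlap others, on either strand, are uncertain. Gene identifiers carry versions. For each gene given here with a fold change they matched GENCODE vM21 (GRCm38, the same assembly as mm10), except Sorbs2, which was matched without its version. Positions come from that annotation.

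Nuclei were kept with the limits the study states: 800 to 6000 UMIs, 300 to 3000 genes, at most 1% mitochondrial UMIs and a ratio of log(genes) to log(UMIs) of at least 0.9. Of 261143 barcodes, 200918 (76.9%) passed. The upper UMI limit alone excluded 39129 barcodes, the gene limit 33393, the ratio 17459, the mitochondrial limit 15461 and the lower UMI limit 6288, with overlaps. Doublets were scored per library with Scrublet (scanpy 1.11.5). Its automatic threshold marked 0.02% and 0.00% of nuclei in run 2 of Het 2 and Het 3, so it was not used, and the 5% with the highest scores before filtering were removed from each library, an assumed rate fixed in advance. This left 194628 nuclei with medians of 2520 UMIs and 1572 genes. The study reports more nuclei and higher medians after its own filters, so the stated limits, as applied here, do not reproduce its set. The cause was not found. Barcodes shared between the runs numbered 311 within an animal and 2457 between different animals, so shared barcodes were not read as a nucleus sequenced again, and all were kept.

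Counts were log-normalised, and 3000 variable genes (without Myt1l and sex-linked genes), 50 principal components, 20 neighbours and Leiden clustering at resolution 1 (igraph 0.11.9, seed 0) gave 43 clusters, 41 of them with at least 20 nuclei. A cluster took the name of a cell class, written as "-like", where at least 3 markers of a fixed list were detected (10 CPM and a fold of 1.5 over the other nuclei), the share of markers detected and their mean fold both named that class, and the 10 leading genes of the cluster (at least 50 CPM, 1 CPM added to both sides of a fold) did not hold more markers of another class than of its own. An exception held where the share and the mean fold named different classes. There the class with more than 1 marker, and the most, among the leading genes was taken, and otherwise the cluster stayed unnamed. A cluster with low UMIs for its libraries and no own marker among its leading genes also stayed unnamed. The rule that turns the marker lists into names was set after seeing the data. The named classes numbered 10, and 14.0% of nuclei stayed unnamed. The names were rebuilt here and need not match those of the study.

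Counts summed per animal and class were tested with edgeR 4.0.16 (filterByExpr, TMM scaling, quasi-likelihood F-test, two-sided) in a model of genotype over all 9 animals, in classes with at least 20 nuclei in each animal. A call needed a Benjamini-Hochberg adjusted p under 0.05 within the class and a log2 fold change beyond 0.2 in either direction, the thresholds of the study. Values per animal are CPM, each count divided by the total of that class and animal and scaled to a fixed sum, and fold changes are edgeR's. The rule for naming genes, fixed before the data were examined along with the tests, the marker lists and most of the alternatives, took for each class and contrast the 3 called genes with the largest increase and the 3 with the largest decrease, among genes with a mean of at least 20 CPM and no overlap between the 3 animals of each genotype. Sex-linked genes were left out of it. Myt1l and 17 genes that the study's text names at E14 were always reported.

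Shares of nuclei were tested on the logit scale with limma 3.58.1, adjusted over classes and separately over clusters, with an exact two-sided permutation test of 3 animals against 3 beside it, whose smallest possible p is 0.1. A test of gene dose asked whether genotype explained a gene at all (edgeR, 2 degrees of freedom, adjusted p under 0.05). The Het position, the Het change divided by the KO change, was set beside 20 simulations with Het equal to WT and 20 with Het midway, because both contrasts share the WT animals. Burden was the number of calls per cluster after drawing 180 nuclei per animal (mean of 5 draws). Sets of 40 S and 52 G2M genes were tested in progenitors with limma's fry and as summed CPM. A maturation axis took the 300 genes most raised and the 300 most lowered in excitatory neuron-like against excitatory intermediate progenitor-like nuclei of the Het animals, at a mean of at least 20 CPM, and fry tested both sets between KO and WT. The difference of the KO change between both neuron classes was tested with limma on the log2 ratio of the classes within each animal (prior count 2).

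Replicate numbers are shared across the genotypes, and the numbers paired the animals in the data. The median correlation of deviations from the group means between animals of the same number was 0.425 in the excitatory neuron-like class (range 0.241 to 0.684 over 9 pairs), 0.524 in inhibitory neuron-like, 0.423 in radial glia-like, 0.324 in excitatory intermediate progenitor-like and 0.204 in inhibitory progenitor-like nuclei, with every pair above 0.1, against a median of -0.324 for other pairs in the excitatory neuron-like class. In Cajal-Retzius-like nuclei 4 of 9 pairs were above 0.1. The study's methods describe tissue from as many litters as there are replicate numbers, mostly littermates, and the same plates for all samples. The numbers may therefore stand for litters, but the methods tie no replicate number to a litter or a preparation. What the numbers stand for is not known here. The study's model has no such term, so the fit with the replicate number as a block is an alternative. No 2 animals of a genotype matched within sampling noise: chi-square per degree of freedom was 5.28 to 12.8.

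Alternatives were DESeq2 1.42.0, RLE scaling, a filter of at least 10 counts, a fit of only the 6 animals compared, the replicate block, each run alone, no upper limits on UMIs and genes (without the ratio limit), no doublet removal, each animal left out, other transformations and clusterings for shares (Leiden resolution 2, or without the called genes), other set sizes (100 and 1000 genes), camera with estimated correlation, 90 or all nuclei in the burden draw, and DESeq2's likelihood ratio test for gene dose. The alternatives for the difference between neuron classes were chosen after seeing the data. Each run's genotypes were also compared within that run.

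The procedures were tested on simulated data with 200 changed genes drawn from the real means and library sizes. At a log2 change of 0.8 the KO fit recovered 65% of them in excitatory neuron-like, 67.5% in inhibitory neuron-like, 65.5% in radial glia-like, 68.5% in excitatory intermediate progenitor-like, 65% in inhibitory progenitor-like, 38.5% in Cajal-Retzius-like and 2.5% in microglia and macrophage-like nuclei. At 0.4 the shares were 16%, 7.5%, 10.5%, 20.5%, 8%, 1% and 0%. The calls that fell on unchanged genes at 0.8 were, in the same order, 7 of 137, 9 of 144, 11 of 142, 14 of 151, 17 of 147, 4 of 81 and 2 of 7. At 0.4 they were 2 of 34, 3 of 18, 2 of 23, 1 of 42, 0 of 16, 4 of 6 and 0 of 0. The dose test recovered 61% with a median position of 0.53 for a simulated 0.5 in excitatory neuron-like nuclei, and the test of a difference between neuron classes recovered 49%. Of 2 clusters changed in share, 2 were found at an odds ratio of 3, 1 at 2 and 1 at 1.5. Simulated shifts of 0.2 in the cell cycle sets and 0.1 in the maturation sets were found, although the G2M set of inhibitory progenitor-like nuclei gave an unadjusted p = 0.0274 in a simulation with no change under limma's fry. The simulated maturation sets passed far more clearly than the falling set of the data did at a similar median of 0.11. The simulations of sets therefore do not show that such shifts would be found in the data, and sets without a call do not exclude them.

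Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19, matplotlib 3.10.9 and R 4.3.3 were used. Library totals were 25300676 (WT 1, run 1) to 93334845 (Het 1, run 2) UMIs, and counting error is therefore small beside the spread between animals in the large classes, while microglia and macrophage-like nuclei numbered 316 in all. Binding sites, regulons, pseudotime, enrichment of gene lists, disease gene sets and other ages were not analysed here. Phases were not called per nucleus, because such calls depend on depth.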

Results

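RNA was measured in 261143 nuclear barcodes from the forebrain of 9 E14 mouse embryos, 3 each of WT, Het and KO genotype, over 2 runs (60700 and 200443 barcodes). After filtering, 194628 nuclei remained, 38006 from run 1 and 156622 from run 2. Per animal this left 22608, 25632 and 19958 nuclei in WT 1 to 3, 23809, 18326 and 19295 in Het 1 to 3, and 14801, 24134 and 26065 in KO 1 to 3. The animals' totals ranged from 42857535 UMIs (KO 1) to 74125046 (WT 2). By Xist and Y-linked genes WT 3 was female in both runs and the other 8 animals were male. The study's methods describe mixed sexes for each genotype, a conflict that was not resolved here. Excitatory neuron-like nuclei made up 27.5% of the total (53458 nuclei), inhibitory neuron-like 25.5% (49707), radial glia-like 14.9% (28974), excitatory intermediate progenitor-like 10.9% (21297), inhibitory progenitor-like 4.89% (9523), Cajal-Retzius-like 1.39% (2714), diencephalic neuron-like 0.55% (1070), microglia and macrophage-like 0.16% (316), oligodendrocyte progenitor-like 0.10% (189) and mural and fibroblast-like 0.05% (99). The 7 classes with at least 20 nuclei in every animal were compared between genotypes.

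The targeted gene was examined first. Myt1l (ENSMUSG00000061911.15) lies on chromosome 12, 29528384 to 29923213, plus strand of GRCm38, and is overlapped on the other strand by Gm20208 and C630031E19Rik. The allele is a frameshift, which leaves the transcript countable, so its RNA level does not check the genotype labels. In excitatory neuron-like nuclei Myt1l RNA was 2104 ± 136 CPM in WT, 2398 ± 134 in Het and 2701 ± 160 in KO (SD, n = 3 each). The KO change was 0.39 (log2, SE 0.082, edgeR adjusted p = 0.0333, higher in 3 of 3 KO animals than in any WT animal) and the Het change 0.21 (SE 0.082, edgeR adjusted p = 1). The KO call was lost without WT 1 (edgeR adjusted p = 0.113), WT 3 (0.104), Het 3 (0.0584), KO 1 (0.05002) or KO 2 (0.156) and in a fit of only the 6 animals compared (0.0623), while the direction held in each. Across the 2 runs, the change was 0.30 in run 1 (edgeR adjusted p = 0.603), the alternative that moved it most, and 0.39 in run 2 (0.0181). In run 1 alone 7 of the 9 animals lay inside the range of another genotype. In run 2 none did, with 1886 to 2099 CPM in WT, 2194 to 2322 in Het and 2457 to 2710 in KO.

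Elsewhere Myt1l was not called in the fit without a block. In inhibitory neuron-like nuclei it was 1485 ± 35.1 CPM in WT, 1624 ± 45.6 in Het and 1786 ± 107 in KO (SD, n = 3). The KO change of 0.30 (SE 0.076) had an edgeR adjusted p = 0.398, and with the replicate number as a block the same change had an edgeR adjusted p = 0.0176. In Cajal-Retzius-like nuclei it was 1456 ± 11.1, 1591 ± 74.8 and 1694 ± 34.3 CPM (KO change 0.22, SE 0.088, edgeR adjusted p = 0.410). Excitatory intermediate progenitor-like nuclei had 556 ± 52.4, 615 ± 49.2 and 590 ± 43.1 CPM, inhibitory progenitor-like 261 ± 32.6, 266 ± 22.5 and 260 ± 65.9, radial glia-like 48.9 ± 11.4, 49.3 ± 6.01 and 43.0 ± 18.4, and microglia and macrophage-like 181 ± 126, 180 ± 156 and 96.2 ± 101. In these 4 classes Myt1l was called in neither contrast.

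**Figure D1:**
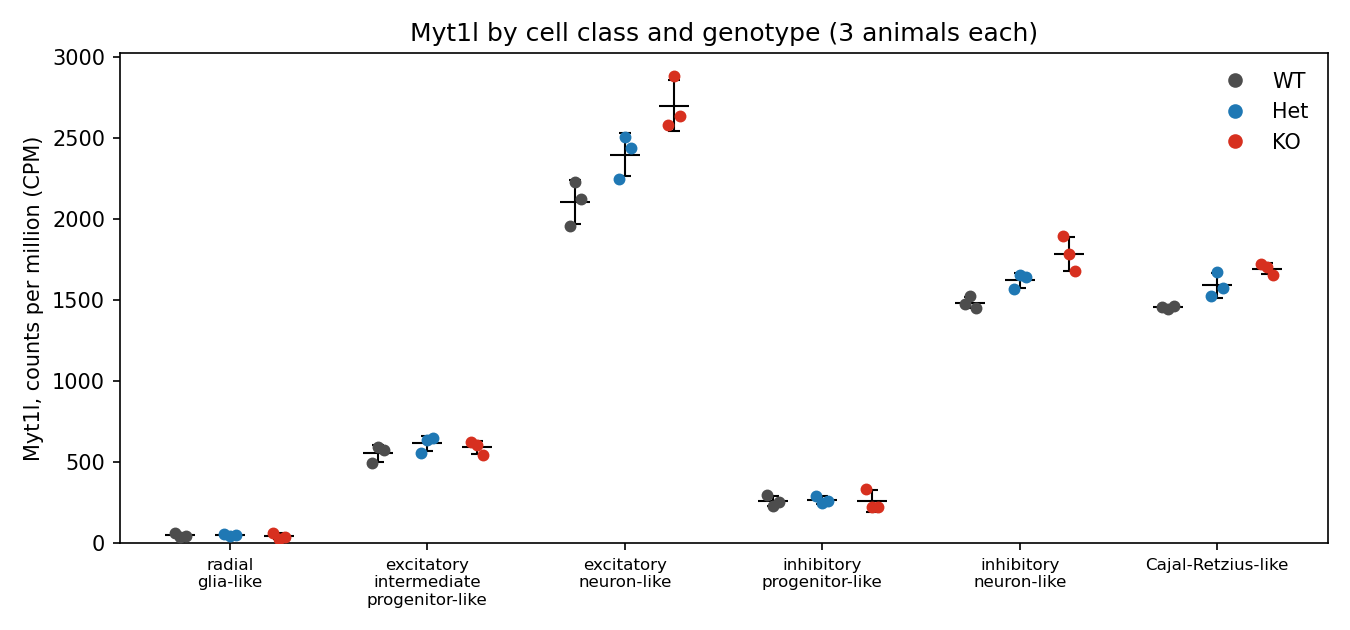
Myt1l RNA in CPM (y axis) per animal (points) in 6 classes of nuclei, by genotype (x axis), with the mean and SD of 3 animals as a bar and whiskers. In excitatory neuron-like nuclei the means were 2104 (WT), 2398 (Het) and 2701 (KO), against 43.0 to 49.3 in radial glia-like nuclei.

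To ask whether loss of MYT1L changed the make-up of the forebrain, the share of each class among an animal's nuclei was compared. Excitatory neuron-like nuclei made up 28.96 ± 1.00% in WT, 26.7 ± 1.82% in Het and 27.3 ± 3.82% in KO (SD, n = 3). The inhibitory neuron-like share was 25.6 ± 0.677%, 25.5 ± 1.97% and 25.4 ± 2.34%, and the radial glia-like share 14.6 ± 1.20%, 14.8 ± 1.38% and 15.2 ± 0.821%. Excitatory intermediate progenitor-like nuclei reached 10.7 ± 0.879%, 10.98 ± 1.41% and 11.3 ± 0.308%, inhibitory progenitor-like 5.03 ± 0.774%, 4.51 ± 0.765% and 4.80 ± 1.75%, Cajal-Retzius-like 1.19 ± 0.312%, 1.54 ± 0.399% and 1.55 ± 0.691%, and microglia and macrophage-like 0.137 ± 0.0387%, 0.191 ± 0.0233% and 0.173 ± 0.0611%. No class differed past the threshold in either contrast. The lowest adjusted value over the 7 classes was that of microglia and macrophage-like nuclei in Het, higher in 3 of 3 animals (limma adjusted p = 0.701, exact permutation p = 0.1, the smallest that 3 animals against 3 can give). Over the 34 clusters tested, the lowest was that of cluster 32, unnamed, with 0.645% in WT and 0.992% in KO (limma adjusted p = 0.747, exact permutation p = 0.1). The animals' ranges were apart from WT for 5 clusters in KO (4, 13, 25, 26 and 32) and 4 in Het (4, 7, 13 and 39), where chance gives 10% of the 34. Of these, the excitatory neuron-like clusters 13 and 4 were lower in both contrasts, which share the WT animals: cluster 13 made up 3.19 ± 0.120% in WT, 2.64 ± 0.0790% in Het and 2.66 ± 0.302% in KO, and cluster 4 6.77 ± 0.234%, 6.02 ± 0.584% and 6.08 ± 0.788% (SD, n = 3, limma adjusted p = 0.986 in Het and 0.9985 in KO for both, exact permutation p = 0.1 for each). Of the listed deep-layer markers 7 were detected in cluster 13, 2 in cluster 4 and 5 in cluster 7. Cluster 7 was lower in Het (5.56 ± 0.265% in WT, 5.06 ± 0.120% in Het, limma adjusted p = 0.986, exact permutation p = 0.1). In KO its range overlapped that of WT (5.42 ± 0.854%). Cluster 25, with 4 of the deep-layer markers, was higher in KO (1.44 ± 0.164% in WT, 2.02 ± 0.643% in KO, limma adjusted p = 0.9985, exact permutation p = 0.1). No class or cluster passed in either run alone or when the clustering was repeated without the called genes. The alternative that reversed most of the small changes was leaving out WT 1, with which the KO change of the radial glia-like share on the logit scale went from 0.051 to -0.00034, that of the inhibitory neuron-like share from -0.015 to 0.0042, and the Het changes of the radial glia-like, inhibitory neuron-like and excitatory intermediate progenitor-like shares to -0.032, 0.011 and -0.025.

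**Figure D2:**
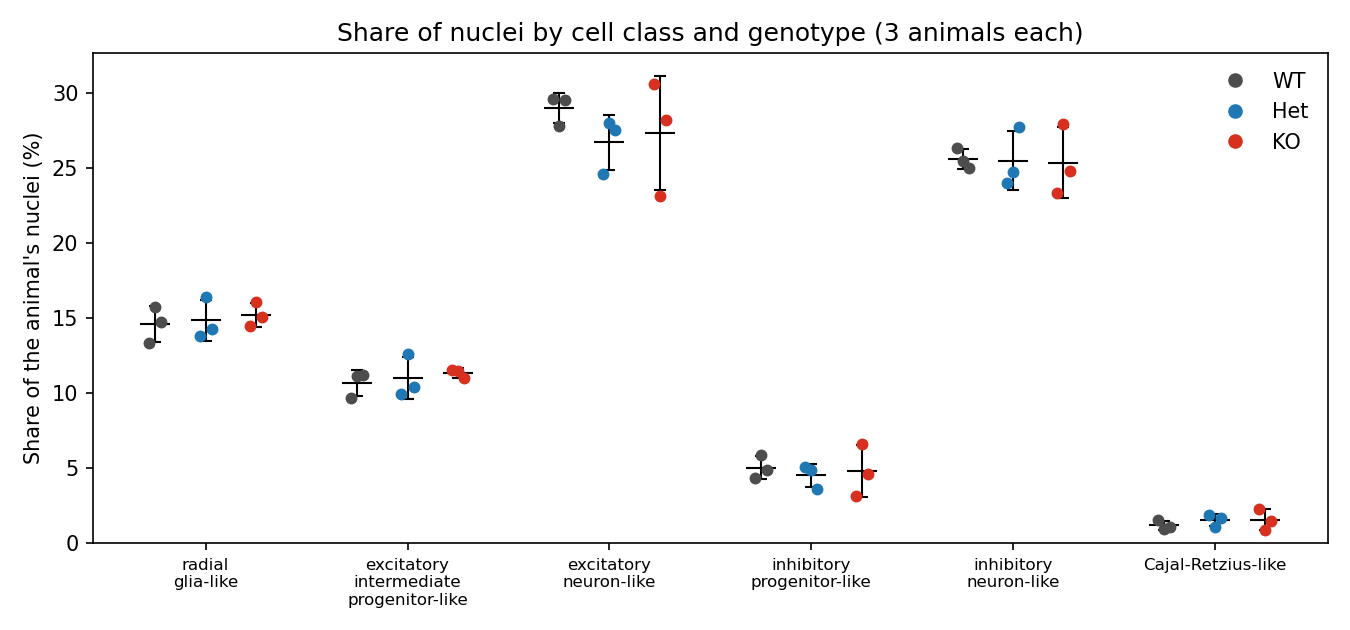
Share of an animal's nuclei in percent (y axis) for 6 classes, by genotype (x axis), with points for animals and the mean and SD of 3 animals. The ranges of the genotypes overlap in each of these classes, for example around means of 28.96% (WT), 26.7% (Het) and 27.3% (KO) in excitatory neuron-like nuclei.

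Gene expression was next compared between KO and WT within each class. In excitatory neuron-like nuclei 277 of 18693 genes were called, 174 higher and 103 lower in KO, and 2509 genes had an unadjusted p under 0.05. DESeq2 called 402 genes, 262 of them shared. The count moved most with the replicate number as a block, which called 1407 genes including all 277. The fit of only the 6 animals compared called 180. Without upper limits on UMIs and genes 471 genes were called, 241 of them shared. Run 2 alone gave 206 calls, 193 of them shared, and run 1 alone gave none in edgeR, with 996 genes at an unadjusted p under 0.05 and the same direction for 272 of the 272 called genes tested there. The count fell to 118 without WT 1, 143 without WT 2, 113 without WT 3, 169 without KO 1 and 99 without KO 2.

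Among the genes higher in KO, Abcg2 (ENSMUSG00000029802.13, chromosome 6, 58584523 to 58695676) rose from 27.6 ± 0.569 to 54.5 ± 4.13 CPM, a log2 change of 1.00 (SE 0.086, edgeR adjusted p = 0.000422). Nr6a1os (ENSMUSG00000085201.1, chromosome 2, 38823257 to 38852370), an antisense gene whose counts may include those of the overlapping Nr6a1, rose from 19.5 ± 1.80 to 36.9 ± 5.34 CPM (0.94, SE 0.095, edgeR adjusted p = 0.00113). Abtb2 (ENSMUSG00000032724.5, chromosome 2, 103566310 to 103718423) rose from 15.4 ± 2.19 to 27.8 ± 3.21 CPM (0.88, SE 0.103, edgeR adjusted p = 0.00130). Of those lower in KO, Nrg2 (ENSMUSG00000060275.13, chromosome 18, 36017652 to 36197380) went from 34.1 ± 2.93 to 15.6 ± 3.31 CPM, a log2 change of -1.11 (SE 0.116, edgeR adjusted p = 0.00113). Unc5c (ENSMUSG00000059921.15, chromosome 3, 141465216 to 141834924) went from 102 ± 9.59 to 52.7 ± 10.6 CPM (-0.92, SE 0.118, edgeR adjusted p = 0.00260), and Grm5 (ENSMUSG00000049583.15, chromosome 7, 87584168 to 88134907) from 364 ± 40.7 to 192 ± 38.2 CPM (-0.90, SE 0.123, edgeR adjusted p = 0.00353). The naming rule admitted only genes whose KO and WT animals do not overlap, so that feature of these 6 genes is no further evidence. Nrg2, Unc5c and Grm5 overlap smaller genes, whose counts could not be separated. All 6 calls were lost in run 1 alone (edgeR adjusted p = 0.133 to 0.450), with the direction unchanged, and kept whichever animal was left out.

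**Figure D3:**
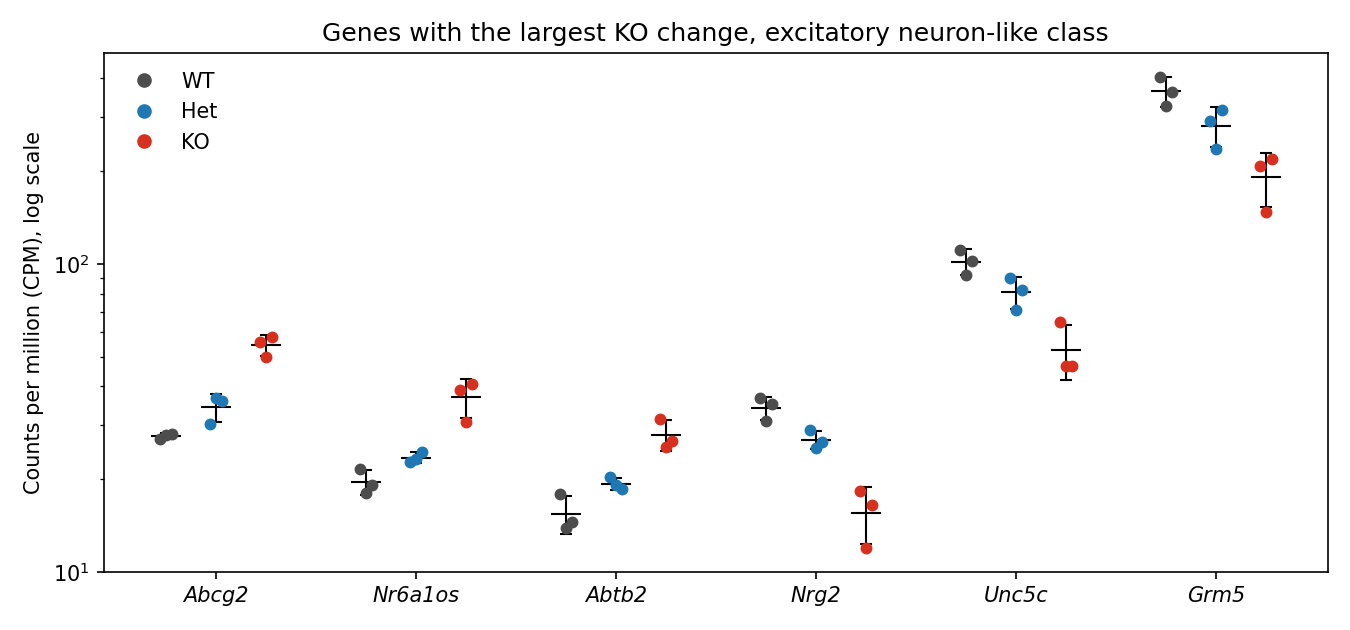
Expression of the 6 named genes in excitatory neuron-like nuclei in CPM (y axis, log scale) by genotype (x axis), with points for animals and the mean and SD of 3 animals. Abcg2 rose from 27.6 CPM in WT to 54.5 in KO and Nrg2 went from 34.1 to 15.6, and the KO and WT animals do not overlap in any of the 6 genes, as the naming rule required.

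In inhibitory neuron-like nuclei 4 of 18550 genes were called, all higher in KO, with 1139 genes at an unadjusted p under 0.05. DESeq2 called 36, the replicate block 168, the fit without upper limits 27, and the fit of 6 animals and run 1 alone 0. Adamts6 (ENSMUSG00000046169.10, chromosome 13, 104287835 to 104496695) rose from 19.8 ± 1.64 to 31.4 ± 2.57 CPM (0.70, SE 0.091, edgeR adjusted p = 0.0194). Slc9a9 (ENSMUSG00000031129.9, chromosome 9, 94669909 to 95230445) rose from 78.9 ± 2.00 to 122 ± 6.44 CPM (0.67, SE 0.072, edgeR adjusted p = 0.00704), and Nr6a1os from 48.1 ± 1.62 to 73.9 ± 6.65 CPM (0.65, SE 0.075, edgeR adjusted p = 0.00704). All 3 KO animals lay above the WT animals for each, as the naming rule required. Slc9a9, like Nr6a1os, overlaps other genes. The remaining call, Maml2, was outside the naming rule and named after its values were seen. Without WT 1 no gene was called, and without WT 2 or WT 3 the count was 1. Adamts6 lost its call without WT 1 (edgeR adjusted p = 0.0722), WT 2 (0.182), WT 3 (0.0872), KO 1 (0.0630) or KO 3 (0.0811), in the fit of 6 animals (0.0662), in run 1 alone (1) and without doublet removal (0.0575). Slc9a9 lost it without WT 1 (edgeR adjusted p = 0.0722), WT 2 (0.0508) or WT 3 (0.0557), and Nr6a1os without WT 1 (0.0722), WT 2 (0.0969) or WT 3 (0.0577), and both in the fit of 6 animals (0.0662) and in run 1 alone (0.235 and 0.840).

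Cajal-Retzius-like nuclei had 13 calls among 9511 genes, 9 higher and 4 lower in KO, with 861 genes at an unadjusted p under 0.05. DESeq2 called 31, the block 58 and the fit without upper limits 22, and the count was 3 without WT 1, 8 without WT 2, 5 without WT 3 and 39 without Het 1. Adamts6 rose from 39.4 ± 5.11 to 132 ± 14.1 CPM (1.74, SE 0.177, edgeR adjusted p = 5.35e-05) and Rnf220 (ENSMUSG00000028677.19, chromosome 4, 117271463 to 117497052) from 143 ± 22.9 to 447 ± 22.5 CPM (1.65, SE 0.143, edgeR adjusted p = 8.54e-06), and both kept their calls whichever animal was left out. Tead3 (ENSMUSG00000002249.21, chromosome 17, 28331671 to 28350817) rose from 21.4 ± 1.51 to 50.5 ± 4.93 CPM (1.25, SE 0.197, edgeR adjusted p = 0.00726). Sema3e (ENSMUSG00000063531.7, chromosome 5, 14025276 to 14256689) went from 108 ± 21.3 to 43.1 ± 14.5 CPM (-1.28, SE 0.242, edgeR adjusted p = 0.0422), Zmat4 (ENSMUSG00000037492.16, chromosome 8, 23636019 to 24156585) from 227 ± 14.8 to 126 ± 5.24 CPM (-0.84, SE 0.130, edgeR adjusted p = 0.00633) and Dscam (ENSMUSG00000050272.10, chromosome 16, 96590840 to 97170752) from 332 ± 19.8 to 213 ± 32.1 CPM (-0.64, SE 0.120, edgeR adjusted p = 0.0422). For each gene the 3 KO animals lay outside the WT range, again by the naming rule.

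Of these Cajal-Retzius-like calls, Tead3 was lost without WT 1 (edgeR adjusted p = 0.0626) or WT 2 (0.0548), and Zmat4 without WT 1 (0.0626) or WT 3 (0.0600), in run 2 alone (0.127) and without upper limits (0.0767). Sema3e was lost without WT 1 (edgeR adjusted p = 0.153), WT 2 (0.142), WT 3 (0.0600), KO 2 (0.139) or KO 3 (0.117). Dscam was lost without WT 1 (edgeR adjusted p = 0.153), WT 2 (0.107), WT 3 (0.214), Het 2 (0.0659), Het 3 (0.0686), KO 2 (0.209) or KO 3 (0.193), in run 2 alone (0.127), without upper limits (0.108) and without doublet removal (0.0851). Except for Adamts6 and Tead3, these genes overlap others whose counts could not be separated. In run 1 alone there were too few of these nuclei for a test.

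In the other 4 classes edgeR called 0 genes between KO and WT. At an unadjusted p under 0.05 there were 477 of 16363 genes in radial glia-like, 549 of 14901 in excitatory intermediate progenitor-like, 349 of 12609 in inhibitory progenitor-like and 74 of 2536 in microglia and macrophage-like nuclei, and DESeq2 called 0 in each. The block called 10 genes in excitatory intermediate progenitor-like and 1 in radial glia-like nuclei. In inhibitory progenitor-like nuclei run 1 alone, or leaving out WT 1, called 1.

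Between Het and WT edgeR called 0 genes in all 7 classes, and so did DESeq2. The genes at an unadjusted p under 0.05 numbered 635 in excitatory neuron-like, 356 in inhibitory neuron-like, 294 in radial glia-like, 433 in excitatory intermediate progenitor-like, 321 in inhibitory progenitor-like, 392 in Cajal-Retzius-like and 84 in microglia and macrophage-like nuclei. With the block 7 genes were called in excitatory and 1 in inhibitory neuron-like nuclei. Leaving out WT 3 gave 2 calls in each of these classes, and leaving out WT 1, or using run 1 alone, gave 1 in inhibitory progenitor-like nuclei. Run 2 alone gave no call in the 6 classes tested there. The correlation of Het and KO changes across genes, which are not independent replicates, was 0.569, against 0.465 to 0.493 in 20 simulations of unchanged groups against the same WT animals.

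The Het position addressed whether expression followed the number of intact alleles, and whether genes higher and lower in KO differed in this. The dose test itself asked only whether genotype explained a gene at all. It found 117 genes in excitatory neuron-like nuclei, 76 higher and 41 lower in KO, 3 in inhibitory neuron-like nuclei (Nr6a1os, Slc9a9 and Maml2, all higher) and 9 in Cajal-Retzius-like nuclei (7 higher, 2 lower). The alternative that moved these counts most was the block, with 982, 58 and 40 genes. DESeq2's likelihood ratio test gave 285, 23 and 27, and run 2 alone 104, 4 and 8. Without WT 1, WT 2, WT 3, Het 3, KO 1 and KO 2 the excitatory count was 61, 55, 38, 61, 41 and 20. The inhibitory count was 0 without WT 1, WT 2, Het 1, Het 2, Het 3, KO 1 or KO 2, 1 without KO 3 and 2 without WT 3 (both lower in KO, so none of the 3), and the Cajal-Retzius-like count was 4, 3, 5, 19, 5, 3 and 6 without WT 1, WT 2, WT 3, Het 1, KO 1, KO 2 and KO 3. In excitatory neuron-like nuclei the median Het position was 0.32 for genes higher in KO (SD over 3 Het animals 0.060) and 0.36 for genes lower in KO (SD 0.099). Simulated Het animals equal to WT gave -0.062 to 0.066 and -0.069 to 0.060, and simulated animals midway 0.457 to 0.517 and 0.451 to 0.573. The simulations differ from the data, however: they gave 970 to 1119 (equal to WT) and 515 to 639 genes (midway) under the threshold against 117 observed, and only their 117 lowest p values were used, so their ranges set no firm limits. Genes called between Het and WT numbered 0 to 2 with Het simulated equal to WT and 3 to 38 midway, against 0 observed. The difference between both medians was 0.036, against -0.073 to 0.095 and -0.021 to 0.065 in the simulations, and it rested on single animals. The positions of genes higher and lower in KO were 0.27 and 0.46 without KO 2 (14 and 6 genes) and 0.32 and 0.41 without Het 1. Without WT 3 they were 0.33 and 0.41, and without WT 2 0.33 and 0.39. The simulated ranges were made with 117 genes each, so they set no limit for these smaller sets. Without Het 2 the order turned, at 0.28 and 0.27, and without WT 1 both were 0.33. In settings with all 9 animals both positions lay closer together. They were 0.361 and 0.370 with the block (982 genes), and 0.365 and 0.370 for the 277 genes called between KO and WT. DESeq2's likelihood ratio test gave 0.332 and 0.354 (285 genes), and run 2 alone 0.309 and 0.310 (104 genes). Whether genes higher and lower in KO differ in position is not settled by these animals. With all 9 animals, no setting gave the larger position to genes higher in KO. Of the genes higher in KO 97.4% were also higher in Het, and of those lower 95.1% were lower, against 41.4 to 68.9% and 38.8 to 61.5% with Het simulated equal to WT.

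Of 17 genes that the study's text names at E14, 15 could be tested in excitatory neuron-like nuclei, and Hoxd10 and Insm2 were too low. In KO 12 were higher and 3 lower, and 5 were called, as they were when adjusted over the list alone. The study chose the list on these samples, so the second count is not independent evidence. Its text gives Zbtb20 and Phf21a as differentially expressed, and names most of the others for their timing along pseudotime or as targets of the protein ZBTB12. A missing call here therefore does not test what the study states of those genes. Phf21a rose by 0.58 (log2, SE 0.081, edgeR adjusted p = 0.00376), Zbtb20 by 0.55 (SE 0.088, 0.00830), Tet2 by 0.38 (SE 0.063, 0.00916), Hbp1 by 0.45 (SE 0.085, 0.0214) and Efna4 by 0.81 (SE 0.106, 0.00300), each in 3 of 3 animals, and each overlaps another gene. In run 1 alone none was called by edgeR, and 3 were called without WT 3 and 3 without KO 2. Tet2 lost its call without WT 3 (edgeR adjusted p = 0.0576) or KO 2 (0.0542), and Hbp1 without WT 1 (0.0549), WT 2 (0.0767), WT 3 (0.0864) or KO 2 (0.0812). Ppp1r1b rose by 0.52 with overlapping ranges (edgeR adjusted p = 0.247) and was called with the block (0.50, edgeR adjusted p = 0.0361). Its change rested on KO 3, at 11.5 CPM against 6.58 and 6.16 in KO 1 and KO 2 and 4.70 to 6.58 in WT, and was 0.17 without that animal. In inhibitory neuron-like nuclei it rose by 0.43 (edgeR adjusted p = 0.902). The changes of the others ran from -0.31 (Dlx6) to 0.25 (Nhlh2). In Het 10 genes were higher and 5 lower, with 0 called by edgeR over all genes or over the list alone, by DESeq2 likewise 0, and 6 at an unadjusted p under 0.05. Ranges were apart from WT for 6 genes in KO and 6 in Het. Chance gives this for 10% of genes not selected on the animals compared, and since these genes were, the counts are no independent evidence either.

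To compare the number of changed genes between clusters at equal numbers of nuclei, 180 nuclei per animal were drawn from each of the 27 clusters that held enough. The calls between KO and WT summed to 203.4 (SD of 5 draws 33.7) over all clusters. Cluster 14 had 82.0 ± 14.2 calls, cluster 13 61.6 ± 16.7, cluster 7 18.4 ± 12.7 and cluster 4 17.8 ± 9.81 (mean ± SD of draws), all excitatory neuron-like. The name of cluster 14 is weak, with 4 of 15 listed markers detected and a mean log2 fold of -0.73. In cluster 13 these values were 11 of 15 and 0.77. Among inhibitory neuron-like clusters, cluster 27 had 12.2 ± 3.83 and cluster 15 2.00 ± 1.87. The unnamed clusters 20 and 11 had 5.60 ± 2.61 and 1.20 ± 1.79. The other 19 clusters had a mean under 1, and 12 had no call in any draw with edgeR, namely the 3 radial glia-like clusters drawn, the inhibitory progenitor-like cluster 8, the excitatory intermediate progenitor-like cluster 23, the excitatory neuron-like cluster 9, the inhibitory neuron-like clusters 16, 17, 21 and 22 and the unnamed clusters 10 and 19. The excitatory neuron-like clusters 6 and 25 had means of 0.2 and 0.8, so the calls in that class lay in 4 of its 7 clusters drawn almost alone. Depth was not matched. The median UMIs per animal were 525949, 607700, 673900 and 584900 in clusters 4, 7, 13 and 14. In clusters 6 and 9 they were 442927 and 456500, but in cluster 25 they were 618642. A part played by depth was not separated. With all nuclei the sum was 890, the setting that moved it most, and with 90 nuclei per animal it was 69. The SD covers the drawing of nuclei, not the spread between animals.

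**Figure D4:**
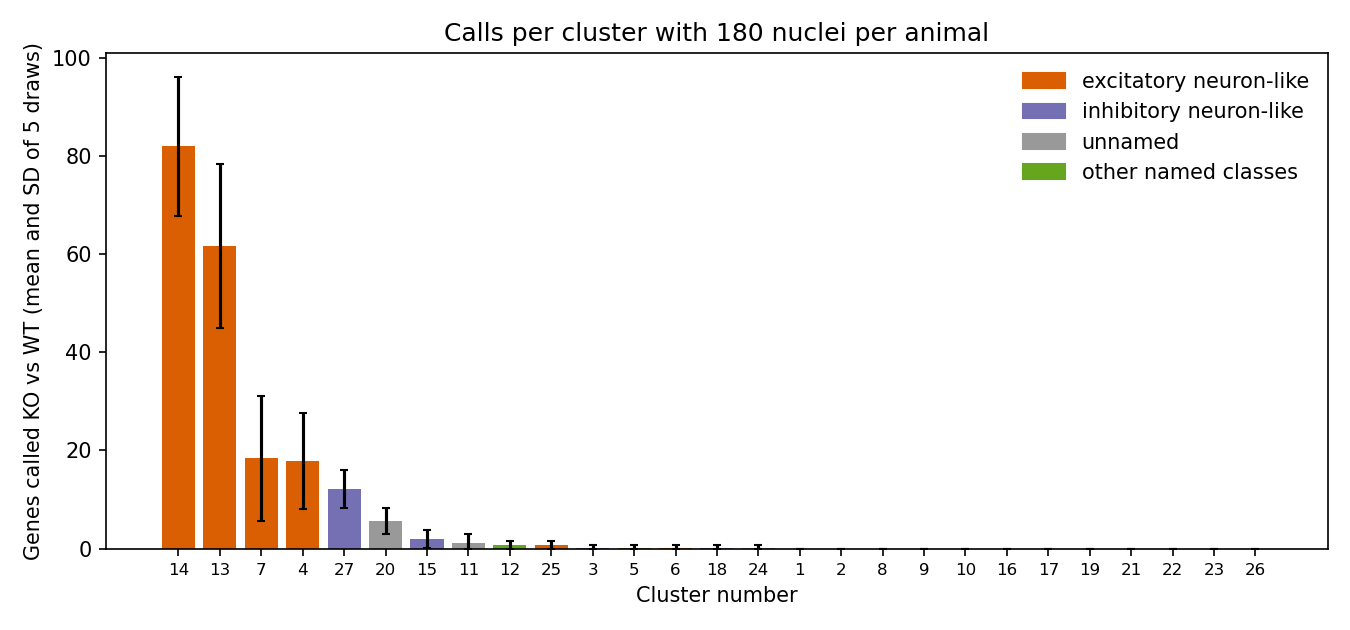
Genes called between KO and WT (y axis, mean and SD of 5 draws) in each of 27 clusters (x axis) with 180 nuclei drawn per animal, coloured by class. Clusters 14 and 13 stand highest at 82.0 and 61.6 calls, and 12 clusters had none in any draw.

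Whether progenitors differed in cycling was examined with S and G2M genes. In radial glia-like nuclei S genes summed to 3838 ± 133 CPM in WT, 3798 ± 201 in Het and 3800 ± 26.0 in KO (SD, n = 3), and G2M genes to 9157 ± 161, 8819 ± 458 and 8536 ± 396. The G2M sum was lower in 3 of 3 KO animals (exact permutation p = 0.1, the smallest possible), the median change of its genes was -0.084 with 4 of 52 higher, and fry gave an adjusted p = 0.907 over the 8 tests. In inhibitory progenitor-like nuclei S genes summed to 5437 ± 350, 5477 ± 152 and 5374 ± 495 CPM and G2M genes to 14900 ± 832, 14030 ± 187 and 14780 ± 1572. There the KO medians were slightly positive (0.012 and 0.016) while the KO sums were slightly lower than in WT. The largest median of the 8 was that of G2M genes in Het there, -0.095 with 6 of 52 higher (exact permutation p of the sums = 0.2, fry adjusted p = 0.907). No set passed in either contrast (fry adjusted p = 0.907 to 0.943). Several of the smallest medians changed sign with 1 animal left out, among them that of S genes in inhibitory progenitor-like KO nuclei without WT 1 (-0.027), KO 2 (-0.011) or KO 3 (-0.016), that of G2M genes there without WT 1 (-0.019), WT 3 (-0.0081) or KO 2 (-0.059), that of S genes there in Het without WT 1 (-0.071), and in radial glia-like Het nuclei S genes without Het 2 (0.018) and G2M genes without Het 3 (0.0063).

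Immaturity of excitatory neurons was examined on the axis from the Het animals (6785 genes). Genes that rise with maturation had a median change of -0.065 in KO (120 of 300 higher, fry adjusted p = 0.0222) and genes that fall with maturation 0.11 (203 of 300 higher, fry adjusted p = 0.0222), against a median of -0.0074 over all genes of the axis. Camera with estimated correlation kept both calls. Both were lost with the block (fry adjusted p = 0.0845 and 0.0826), in run 2 alone (0.0933 for both), with 100 genes per set (0.102 and 0.294), and without WT 1 (0.0509 for both), WT 2 (0.0693 and 0.0847), WT 3 (0.0684 for both) or KO 2 (0.0619 and 0.0637), with the directions unchanged. The set size of 1000 left the rising set at a median of -0.019 (fry adjusted p = 0.131) while the falling set kept its call. Between Het and WT, on an axis from the KO animals, the medians were -0.014 (fry adjusted p = 0.395) and 0.068 (0.0764).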

Values the study reported

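The study reported 216,830 nuclei at E14 after quality control, with medians of 3204 UMIs and 1819 genes per nucleus, in 26 clusters that fell into 7 broad neural cell types. It took the E14 tissue from 3 litters. Between WT and KO it reported 900 differentially expressed genes over its cell types, of which 600 were consistently higher and 285 lower in KO, and none in progenitors. Between Het and WT it reported 5 such genes. By its test of allele number, 414 genes were repressed and 232 activated by MYT1L, and it described the repressed genes as more sensitive to dose. It compared the burden of cell types on draws of 700 nuclei, repeated 10 times.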

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

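Of the tests in this part, the fits with thinned totals, the replicate block, run 2 alone, no upper limits on UMIs and genes, the same mix of clusters and each animal left out were added only after the data were seen, all but the thinning after the result itself was seen.

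A test of the difference itself, between the KO change in excitatory neuron-like and the KO change in inhibitory neuron-like nuclei, passed its threshold for 12 of 17833 genes (limma, Benjamini-Hochberg adjusted p under 0.05, with 1235 genes at an unadjusted p under 0.05). The change was larger in excitatory neuron-like nuclei for all 12, and 9 of the 12 were also called there. The differences, excitatory minus inhibitory on the log2 scale, were -0.81 for Nrg2, -0.73 for Grm5, -0.75 for Unc5c, -1.47 for Abca8a, -1.03 for Grin3a, -0.74 for Shisa9, -0.65 for Trank1, -0.65 for Gm19938, -0.51 for Xkr4, -0.50 for Tmeff2, 0.57 for Cntnap5b and 0.82 for Ttc23, with limma adjusted p values from 0.00274 (Nrg2) to 0.0483 (Ttc23). Shisa9 changed in opposite directions, by -0.38 in excitatory and 0.34 in inhibitory neuron-like nuclei. The signs also differed for Ttc23 (0.68 and -0.14), Tmeff2 (-0.44 and 0.0595) and Grin3a (-1.02 and 0.0046). Gm19938 lies inside Xkr4 on the same strand, so both may count the same RNA. The genes outside the naming rule were named because the test picked them, after their values were seen.

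The tables argue against a difference in depth between the classes as the cause: with both classes thinned to the same total in each animal, 12 genes passed, 10 of them among those without thinning. Holding the mix of clusters the same gave 25 of 15977 genes, of which 6 were among the 12. That fit also used fewer nuclei, and the mix and the smaller draw were not separated, so a part played by the mix of clusters stays open. Chance cannot be excluded, since 1 of the 10 splits of the 6 animals gave as many genes (the real split; the others gave 0) and 10 splits can never give a share under 0.1. The count rested on single animals. It was 3 without WT 1, 4 without WT 2, 2 without WT 3, 5 without Het 3, 4 without KO 2, 27 without KO 1 and 19 without KO 3. WT 3 was the only female, and a part played by sex stays open. The block passed 144 genes including all 12, run 2 alone 9 with 5 shared, and the fit without upper limits 32 with 8 shared. A biological explanation, that loss of MYT1L may act on some genes more in excitatory than in inhibitory neurons, remains a hypothesis beside these open points.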

How the results depend on the processing

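The alternatives for the difference between the neuron classes were chosen after the data were seen, and all of them but the thinning, the fit with the same mix of clusters included, after the result itself was seen. Leaving aside single animals, 910 values of 120 results were recomputed: 799 kept their direction and their side of the threshold or stayed within the set margin, 46 moved, 34 kept their direction but lost significance, 2 gained it and 29 reversed. RLE scaling, the filter of at least 10 counts, arcsine-transformed shares, Leiden resolution 2, camera and thinning changed none of the 77, 77, 18, 18, 10 and 1 results recomputed. The exact test of shares could not change a call, since 3 animals against 3 give no p under 0.1, and its 18 values, counted among the 799, say nothing about stability. For each other change the cause was not tested, unless a reason is given. Microglia and macrophage-like nuclei in either run alone and Cajal-Retzius-like nuclei in run 1 alone had too few nuclei per animal, and Dlx5, Dlx6, Lmx1a and, in inhibitory neuron-like nuclei, Ppp1r1b gave no value in run 1. Left out were run 1 alone for the dose test, cell cycle and maturation sets and the difference between neuron classes, and for the burden every alternative except 90 and all nuclei, so the block, the runs and the single animals were not tried there.

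With the replicate number as a block, which uses the pairing, the KO calls were 1407 in excitatory neuron-like, 168 in inhibitory neuron-like, 58 in Cajal-Retzius-like, 10 in excitatory intermediate progenitor-like and 1 in radial glia-like nuclei, and the Het calls 7 in excitatory and 1 in inhibitory neuron-like nuclei. The dose test gave 982, 58 and 40 genes in excitatory neuron-like, inhibitory neuron-like and Cajal-Retzius-like nuclei, and 144 genes differed between the neuron classes. Myt1l in inhibitory neuron-like KO nuclei (0.30) and Ppp1r1b (0.50) were called, and the maturation sets lost significance at medians of -0.065 (rising) and 0.12 (falling). Among the 111 results recomputed with it, the block changed no other call and no other count beyond 1.5 times. Taking the spread shared by a number out of the error is its construction. The other 3 splits that part all pairs gave at most 0 KO calls in excitatory neuron-like, 1 in inhibitory neuron-like and 0 in Cajal-Retzius-like nuclei with the block, against up to 2 in excitatory intermediate progenitor-like and 0 in radial glia-like nuclei. For Het they gave up to 3 in excitatory neuron-like nuclei, and in inhibitory neuron-like nuclei 4 of the 4 splits gave 1 call or more, so that call does not stand apart. Where the real split gave 0 calls with the block, others gave up to 13 (KO, microglia and macrophage-like nuclei).

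DESeq2 called 36 genes in inhibitory neuron-like and 31 in Cajal-Retzius-like KO nuclei, and its likelihood ratio test gave dose counts of 285, 23 and 27 in excitatory neuron-like, inhibitory neuron-like and Cajal-Retzius-like nuclei. Taking the genes called between KO and WT for the dose test gave 277. With only the 6 animals compared, which leaves fewer animals for the spread, the calls were 180 in excitatory and 0 in inhibitory neuron-like KO nuclei, and Myt1l (0.39) lost its call in excitatory neuron-like nuclei, as did the 3 named genes of inhibitory neuron-like nuclei.

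In run 1 alone, with fewer nuclei, the KO calls were 0 in excitatory and 0 in inhibitory neuron-like nuclei, and 0 study-named genes were called. Inhibitory progenitor-like nuclei had 1 call in KO and 1 in Het. Myt1l in excitatory neuron-like KO nuclei (0.30) lost its call, and it reversed in Het in inhibitory progenitor-like (-0.23) and radial glia-like nuclei (-0.13). The radial glia-like share reversed in Het (-0.064) and KO (-0.019, logit), and so did Ccng2 in KO (-0.049) and Ppp1r1b in Het (0.21). All named and called genes of the neuron classes lost significance there. In run 2 alone, Myt1l in inhibitory progenitor-like KO nuclei (0.083), S genes there in Het (-0.0084) and KO (-0.0066) and Ccng2 in Het (0.025) reversed, and the maturation sets lost significance (-0.038 rising, 0.081 falling), as did Zmat4 and Dscam.

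Without upper limits on UMIs and genes, the KO calls were 471 in excitatory neuron-like, 27 in inhibitory neuron-like and 22 in Cajal-Retzius-like nuclei, and 32 genes differed between the neuron classes. The added nuclei are the deepest, which raises the totals per animal. Reversed values were Myt1l in inhibitory progenitor-like KO (0.26), radial glia-like KO (0.49) and microglia and macrophage-like Het nuclei (0.21), the inhibitory progenitor-like medians of G2M genes in KO (-0.047) and S genes in Het (-0.11) and KO (-0.077), the excitatory intermediate progenitor-like share in Het (-0.014), and Ccng2 (-0.018), Lmx1a (0.19) and Nbr1 (-0.021) in KO and Dlx6 (0.055), Lmx1a (0.26), Nbr1 (-0.0086) and Ppp1r1b (0.080) in Het. Zmat4 and Dscam lost their calls. Without doublet removal, Myt1l in inhibitory progenitor-like KO (0.044) and microglia and macrophage-like Het nuclei (0.084) and Dlx5 in KO (-0.12) reversed, and Adamts6 in inhibitory neuron-like and Dscam in Cajal-Retzius-like nuclei lost their calls. Clustering without the called genes reversed the Het changes of the excitatory intermediate progenitor-like (-0.0015) and inhibitory neuron-like shares (0.0083).

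The burden summed to 69 calls with 90 nuclei per animal and 890 with all nuclei, and clusters 4, 7, 13, 14, 15 and 20 fell with fewer nuclei and rose with more. Cluster 27 fell to 2 with fewer and stayed within 1.5 times with all nuclei, cluster 11 was at 2 in both, and the 19 clusters with a mean under 1 followed no single direction. The number of nuclei thus limits the summed count. With 100 genes per set the maturation medians were -0.081 (rising) and 0.045 (falling) and with 1000 genes the rising one was -0.019, all without significance. In Het on an axis from the KO animals they were -0.014 and 0.068, also without significance. With the same mix of clusters 25 genes differed between the neuron classes.

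Leaving out each animal gave 999 values of 111 results, of which 856 stayed, 46 moved, 46 lost significance and 51 reversed. The KO calls ranged from 99 to 392 in excitatory neuron-like (118 without WT 1, 143 without WT 2, 113 without WT 3, 169 without KO 1, 99 without KO 2), 0 to 5 in inhibitory neuron-like (0 without WT 1, 1 without WT 2 or WT 3), 3 to 39 in Cajal-Retzius-like (3 without WT 1, 8 without WT 2, 5 without WT 3, 39 without Het 1) and 0 to 1 in inhibitory progenitor-like nuclei (1 without WT 1). The Het calls ranged from 0 to 2 in excitatory and 0 to 2 in inhibitory neuron-like nuclei (2 without WT 3 in each) and 0 to 1 in inhibitory progenitor-like nuclei (1 without WT 1). Study-named calls in KO ranged from 3 to 5 (3 without WT 3 or KO 2). Dose counts ranged from 20 to 117 in excitatory neuron-like (61, 55, 38, 61, 41 and 20 without WT 1, WT 2, WT 3, Het 3, KO 1 and KO 2), 0 to 2 in inhibitory neuron-like (0 without any animal except KO 3, 1, and WT 3, 2, both lower in KO and so none of the 3) and 3 to 19 in Cajal-Retzius-like nuclei (4, 3, 5, 19, 5 and 3 without WT 1, WT 2, WT 3, Het 1, KO 1 and KO 2). The Het position of genes lower in KO ranged from 0.27 to 0.46 (0.46 without KO 2). The genes that differed between neuron classes ranged from 2 to 27 (3, 4, 2, 5, 27, 4 and 19 without WT 1, WT 2, WT 3, Het 3, KO 1, KO 2 and KO 3). Maturation medians ranged from -0.078 to -0.041 (rising) and 0.070 to 0.15 (falling), and both lost significance without WT 1, WT 2, WT 3 or KO 2.

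Myt1l changes with an animal left out ranged from 0.32 to 0.45 in excitatory neuron-like KO (call lost without WT 1, WT 3, Het 3, KO 1 or KO 2), -0.54 to 0.063 in radial glia-like KO (0.063 without KO 2), -0.096 to 0.21 in radial glia-like Het (-0.096, -0.013 and -0.053 without WT 2, WT 3 and Het 1), -0.22 to 0.097 in inhibitory progenitor-like KO (0.069, 0.078 and 0.097 without WT 1, KO 2 and KO 3), -0.026 to 0.13 in inhibitory progenitor-like Het (-0.026 and -0.022 without WT 2 and Het 1) and -1.08 to 0.71 in microglia and macrophage-like Het nuclei (0.71, 0.029 and 0.31 without WT 2, Het 2 and Het 3). Study-named genes in KO ranged from -0.12 to 0.14 for Dlx5 (-0.12 and -0.013 without WT 1 and KO 2), -0.33 to 0.029 for Lmx1a (0.029 without WT 3), -0.051 to 0.069 for Ccng2 (reversed without any animal except WT 1, WT 3 and KO 1), -0.0024 to 0.026 for Nbr1 (-0.0024 without KO 2) and -0.14 to 0.0036 for Midn (0.0026 and 0.0036 without WT 2 and KO 1). In Het they ranged from -0.16 to 0.070 for Ppp1r1b (0.031 and 0.070 without WT 1 and WT 3) and -0.029 to 0.017 for Ccng2 (0.0085, 0.0055 and 0.017 without WT 1, WT 3 and Het 2).

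Share changes (logit) with an animal left out ranged in KO from -0.00034 to 0.096 for radial glia-like (-0.00034 without WT 1), -0.082 to 0.038 for inhibitory neuron-like (0.0042 and 0.038 without WT 1 and KO 1), -0.17 to 0.021 for excitatory neuron-like (0.021 without KO 2), -0.28 to 0.11 for inhibitory progenitor-like (0.11 without KO 1) and -0.0048 to 0.47 for Cajal-Retzius-like nuclei (-0.0048 without KO 1). In Het they ranged from -0.041 to 0.065 for radial glia-like (-0.032 and -0.041 without WT 1 and Het 2), -0.067 to 0.030 for inhibitory neuron-like (0.011, 0.030 and 0.011 without WT 1, Het 1 and Het 2) and -0.050 to 0.082 for excitatory intermediate progenitor-like nuclei (-0.025 and -0.050 without WT 1 and Het 2). Cell cycle medians ranged from -0.049 to 0.018 for S (0.018 without Het 2) and -0.11 to 0.0063 for G2M genes (0.0063 without Het 3) in radial glia-like Het, -0.027 to 0.072 for S (-0.027, -0.011 and -0.016 without WT 1, KO 2 and KO 3) and -0.059 to 0.065 for G2M genes (-0.019, -0.0081 and -0.059 without WT 1, WT 3 and KO 2) in inhibitory progenitor-like KO, and -0.071 to 0.059 for S genes (-0.071 without WT 1) in inhibitory progenitor-like Het nuclei.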

Other observations

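Of the tests in this part, the comparison of male animals alone, the calls between them, the match of each animal's runs, the dose test within replicate numbers, the other splits for excitatory calls in inhibitory neuron-like nuclei and the judgement of inhibitory RNA from CPM were chosen only after the result was seen.

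Over the 34 clusters tested, 570 genes were called between KO and WT in at least 1 cluster. That is lower than the value quoted from the study above. Genes called only higher in KO numbered 351. That is lower than the value quoted from the study above, whereas those called only lower, 216, were within 1.5 times of it. Between Het and WT 2 genes were called in any cluster. That count, too, is lower than the quoted one. The dose test found 197 genes only higher and 108 only lower in KO over the clusters. Both fall below the counts quoted for repressed and activated genes. The clustering gave 43 clusters. This number is higher than the quoted one. These totals were chosen after seeing the data, for this comparison, and use edgeR on rebuilt clusters.

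The 2 Het calls in clusters, named after their values were seen, were Gpc5 in the unnamed cluster 24 and Gm42418 in the excitatory neuron-like cluster 25. Gpc5 (chromosome 14, 115092215 to 116525179) was lower in Het by a log2 change of -1.51 (SE 0.236, edgeR adjusted p = 0.0185) and in KO by -2.59 (SE 0.269, edgeR adjusted p = 2.22e-05), with 107, 170 and 126 CPM in the WT, 71.6, 26.9 and 39.9 in the Het and 27.2, 16.4 and 25.7 in the KO animals. Gm42418 (chromosome 17, 39846958 to 39848788) changed by -0.57 in Het (SE 0.0833, edgeR adjusted p = 0.00805) and -0.51 in KO (SE 0.0827, edgeR adjusted p = 0.0357). It overlaps CT010467.1 and AY036118 on the other strand, so its counts are uncertain.

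For the 277 genes called between KO and WT in excitatory neuron-like nuclei, the tables argue against several technical causes. With the same number of nuclei from each cluster in every animal, 204 of the 277 were called again, so a shifted mix of clusters is not the whole cause. With every animal thinned to the smallest total, 235 were called again, which argues against depth. For 109 of the 174 genes higher in KO, the WT level was lower in inhibitory than in excitatory neuron-like nuclei. This argues against RNA from inhibitory neurons as the cause of their rise. It does not exclude such RNA, since levels in the KO animals were not compared and most called genes moved alike in both classes. Whether such RNA plays a part in the rest stays open: the median change of 100 genes specific to inhibitory neurons was -0.0201, inside the range of the other splits (-0.303 to 0.0939), with 1 of them called, and a median near 0 over genes that go both ways decides nothing. By the splits of these 6 animals chance cannot be excluded, since 1 of the 10 gave as many calls (the real one, the others at most 0) and the design allows no smaller share. The dose test over all 9 animals, with the block, had more assignments to compare and is a separate result (1 of 36). The same holds for the 4 calls in inhibitory neuron-like nuclei (1 of 10) and the 13 in Cajal-Retzius-like nuclei (1 of 10). For the counts of 0 the splits say nothing, as 10 of 10 gave as many in each of the other 4 classes in KO and in all 7 classes in Het.

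Sex is not balanced, since WT 3 was the only female, with 478 and 344 CPM of Xist in runs 1 and 2 against at most 1.63 in the other libraries. With sex as a term in the fit, 106 of the 277 genes were called again, under the share set beforehand as pointing to sex, so that outcome was met. The term, however, removes WT 3 from the comparison, and leaving out any WT animal lost similar numbers (118 calls without WT 1, 143 without WT 2, 113 without WT 3). All 277 kept their sign with the term. Between male animals alone the median ratio of the change to that in all animals was 1.003, which is open because the genes were chosen on the same animals. Sex as the whole cause is argued against by the 113 genes called between male animals alone, 105 of them among the 277. For the other genes a part played by sex and the loss of an animal cannot be told apart.

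The dose test was exceeded by other groupings. In excitatory neuron-like nuclei 5 of 100 splits of the 9 animals gave as many genes, up to 657, and in inhibitory neuron-like nuclei 8 of 100, up to 829. The 4 largest in each put WT 1, Het 1 and KO 1 together, a grouping by replicate number. Among the 36 assignments within replicate numbers, and with the block, the real one gave the most genes, 1 of 36 in excitatory (982, others at most 500) and 1 of 36 in inhibitory neuron-like nuclei (58, others at most 39), so chance is excluded at 0.05 there. The study's methods describe as many litters as there are replicate numbers, mostly littermates, and one set of plates for all samples. A shared litter is possible, but the methods tie no litter or preparation to a replicate number. What animals of replicate number 1 share stays open. Het 1 and KO 1 also held most of the diencephalic neuron-like and of the mural and fibroblast-like nuclei. All 725 nuclei of the diencephalic neuron-like cluster 33 came from Het 1, which held 966 of the 1070 nuclei of that class, with 87 in KO 1 and 14 in WT 1, and of the 99 mural and fibroblast-like nuclei 66 came from KO 1 and 32 from Het 1. A difference in dissection is a candidate explanation of these nuclei that was not tested, and no biological explanation was tested.

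The genes called in excitatory neuron-like nuclei moved in the same direction in inhibitory neuron-like nuclei for 259 of 276 genes (93.8%), with a median change of 0.26 in that direction, although only 4 genes were called there. The largest median of the 9 other splits was 0.15, and 1 of 10 splits gave one as large, so chance cannot be excluded. RNA from excitatory neurons is argued against for the 138 genes with the higher CPM in inhibitory neuron-like nuclei, whose median was 0.2221, above the 0.157 of any other split. A shared effect of MYT1L loss in both neuron classes may therefore explain these changes, as a hypothesis found and tested on the same animals. In Cajal-Retzius-like nuclei 210 of 239 genes moved alike, with a median of 0.37 against at most 0.18. In radial glia-like nuclei the median was 0.048, under the 0.053 of another split, and in excitatory intermediate progenitor-like and inhibitory progenitor-like nuclei 0.065 and 0.051, against at most 0.059 and 0.042.

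For the maturation sets, 1 of 10 splits gave a p as small for the rising and 1 of 10 for the falling genes, so chance cannot be excluded for either. With the mix of clusters held the same, the median of the rising genes shrank to 0.4783 of its size (from -0.065 to -0.031, fry adjusted p = 0.0438), which fits a shift in the mix of clusters as a cause of part of it. That of the falling genes kept 0.9922 of its size (0.11), which argues against the mix there. A lag in the maturation of excitatory neurons without MYT1L may contribute to the latter and remains a hypothesis, since both calls were lost with the block.

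A mislabelled sample was examined in 2 ways. By Myt1l in run 1, 7 of 9 animals lay inside the range of another genotype, which decides nothing because the frameshift allele leaves the RNA countable. By the whole profile of excitatory neuron-like nuclei, the run 1 profile of 9 of 9 animals was closest to its own run 2 profile (7 of 9 in inhibitory neuron-like and 7 of 9 in radial glia-like nuclei), which argues against animals exchanged between the runs, whose genotype tags in run 1 all read WT. The misses were the same animals in both of the latter classes: the run 1 profiles of WT 2 and Het 2 were closest to run 2 of KO 2 (correlation 0.446 against 0.413 with their own for WT 2 and 0.476 against 0.463 for Het 2 in inhibitory neuron-like, 0.347 against 0.310 and 0.241 against 0.236 in radial glia-like nuclei). KO 2 matched itself in all 3 classes, and in excitatory neuron-like nuclei WT 2 and Het 2 were closer to themselves (0.326 against at most 0.236, and 0.383 against at most 0.277). It does not test an animal labelled alike in both runs.

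For the other families, chance cannot be excluded or was not in question. Shares past the threshold were 0, and 10 of 10 splits gave as many for classes in KO, 10 of 10 for classes in Het, and 10 of 10 for clusters in each contrast. For the cell cycle sets, the splits with a p as small were in radial glia-like nuclei 5 of 10 for S and 1 of 10 for G2M genes in KO and 5 of 10 for both in Het, and in inhibitory progenitor-like nuclei 7 of 10 for S and 10 of 10 for G2M genes in KO and 9 and 2 of 10 in Het. For the burden, 1 of 10 splits gave as many calls over the clusters (217 in the first draw, against at most 27 in another split).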
